# Dietary Cholesterol Reduces Plasma Triacylglycerol in Apolipoprotein E-Null Mice: Suppression of Lipin-1 and -2 in the Glycerol-3-Phosphate Pathway

**DOI:** 10.1371/journal.pone.0022917

**Published:** 2011-08-09

**Authors:** Takashi Obama, Sayaka Nagaoka, Kazuki Akagi, Rina Kato, Naomi Horiuchi, Yasushi Horai, Toshihiro Aiuchi, Satoru Arata, Tomohiro Yamaguchi, Mitsuhiro Watanabe, Hiroyuki Itabe

## Abstract

**Background:**

Cholesterol metabolism is tightly regulated by both cholesterol and its metabolites in the mammalian liver, but the regulatory mechanism of triacylglycerol (TG) synthesis remains to be elucidated. Lipin, which catalyzes the conversion of phosphatidate to diacylglycerol, is a key enzyme involved in de novo TG synthesis in the liver via the glycerol-3-phosphate (G3P) pathway. However, the regulatory mechanisms for the expression of lipin in the liver are not well understood.

**Methodology/Principal Findings:**

Apolipoprotein E-knock out (apoE-KO) mice were fed a chow supplemented with 1.25% cholesterol (high-Chol diet). Cholesterol and bile acids were highly increased in the liver within a week. However, the amount of TG in very low-density lipoprotein (VLDL), but not in the liver, was reduced by 78%. The epididymal adipose tissue was almost eradicated in the long term. DNA microarray and real-time RT-PCR analyses revealed that the mRNA expression of all the genes in the G3P pathway in the liver was suppressed in the high-Chol diet apoE-KO mice. In particular, the mRNA and protein expression of lipin-1 and lipin-2 was markedly decreased, and peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α), which up-regulates the transcription of lipin-1, was also suppressed. *In vitro* analysis using HepG2 cells revealed that the protein expression of lipin-2 was suppressed by treatment with taurocholic acid.

**Conclusions/Significance:**

These data using apoE-KO mice indicate that cholesterol and its metabolites are involved in regulating TG metabolism through a suppression of lipin-1 and lipin-2 in the liver. This research provides evidence for the mechanism of lipin expression in the liver.

## Introduction

A number of transcription factors are involved in the regulation of lipid metabolism in mammals. The expression levels of genes related to fatty acids and cholesterol (Chol) homeostasis are modulated by sterol regulatory element binding protein (SREBP) [1]. SREBP-1c regulates fatty acid metabolism, whereas Chol homeostasis is strictly regulated by SREBP-2 [2]. SREBP-2 is responsible for feedback regulation of the intracellular Chol concentration through expression of the LDL receptor and enzymes in the mevalonate pathway [3]. It is suggested that Chol metabolism and neutral lipid metabolism are interconnected, although the complete picture of neutral lipid metabolism remains to be established.

Triacylglycerol (TG) is synthesized via two pathways, the monoacylglycerol pathway and the glycerol-3-phosphate (G3P) pathway [4]. The former is predominantly found in the small intestine, while the latter is present in various tissues, including the liver. In the G3P pathway, G3P is acylated twice, by glycerophosphate acyltransferase (GPAT) and acylglycerophosphate acyltransferase (AGPAT). Then the resulting phosphatidic acid (PA) is dephosphorylated to generate diacylglycerol (DG) by the activity of PA phosphatase, and finally DG is acylated to produce TG by DG acyltransferase (DGAT). Recently, the genes responsible for the G3P pathway were identified. The lipin protein family consists of three isoforms named lipin-1, -2 and -3 in mammals, and was found to be the Mg^2+^-dependent PA phosphatase type 1 (PAP-1) enzyme that hydrolyzes PA to produce DG [5], [6]. Lipin-1, a human homolog of *fld*, which underlies lipodystrophy in the mouse [7], is expressed at high levels in white adipose tissue (WAT), skeletal muscle and testis, and is also detectable in the liver. In the liver, lipin-2 is more highly expressed than lipin-1 and functions as a major PAP-1 catalyst [8]. The expression level of lipin-3 gene is much lower in the liver [8]. The liver is the major organ of neutral lipid metabolism, and it is essential to clarify the regulatory mechanisms for de novo TG synthesis in the liver to understand the pathophysiology of metabolic diseases.

The apolipoprotein E-knockout (apoE-KO) mouse is widely used as a model animal for atherosclerosis accompanied by spontaneous hypercholesterolemia, due to the reduced clearance of VLDL and LDL from the circulation [9]. Hyperlipidemic conditions and atherosclerotic lesion development are accelerated when these animals are fed a high fat-high Chol diet [10]. It was also reported that treatment of apoE-KO mice with a diet supplemented with 1.25% Chol (high-Chol diet) increased the atherosclerotic lesion size in aortic tissue, as well as plaque vulnerability [11].

We found a profound decrease in the TG in VLDL fraction in apoE-KO mice fed a high-Chol diet. The regulatory mechanism of de novo TG synthesis has not been well reported in the literature. This led us to investigate regulatory mechanisms of TG synthesis in the liver that can be controlled by dietary Chol. We observed that numerous genes were influenced at the transcriptional level by the administration of the high-Chol diet, and found that Chol intake modulated hepatic TG synthesis through a significant suppression of lipin-1 and lipin-2. These data raise the possibility that Chol and its metabolites are factors which regulate TG metabolism in the liver.

## Materials and Methods

### Animals and diets

ApoE-KO mice (*apoe* ^−/−^:C57BL6), originally obtained from Charles River Laboratory, were bred in the Center for Laboratory Animal Science at Showa University. Mice were maintained in a humidity- and temperature-controlled room with a 12-h light-dark cycle. At 10 weeks of age, the mice were fed either normal chow (NIH formula; Oriental Yeast Co., Ltd) or the same chow containing 1.25% Chol (high-Chol diet) for either 1 week or up to 30 weeks. This study was approved by the Showa University Ethical Committee on Animal Experiments (approval ID 29041).

### Cell culture

HepG2 human hepatoma cells, purchased from RIKEN BioResource Center (Ibaraki, Japan), were maintained in DMEM medium supplemented with heat-inactivated 10% FBS, 100 IU/mL penicillin and 100 µg/mL streptomycin at 37°C and 5% CO_2_. To investigate the effects of bile acids, the cells (4.0×10^5^ cells/dish) were cultured in medium containing lipoprotein-deficient bovine serum (Sigma). The cells were homogenized and assayed by Western blotting, as described below.

### Plasma lipoproteins

The mice were anesthetized with ethyl ether, and blood was drawn from the inferior vena cava using EDTA as the anticoagulant. The blood was centrifuged at 1,000× g for 5 min to separate plasma. The chylomicron, VLDL and LDL fractions were separated by sequential ultracentrifugation using potassium bromide, followed by dialysis against PBS containing 0.25 mM EDTA [12].

### DNA microarray analysis

Microarray experiments were performed in three independent experiments at each diet. Total RNA was isolated from the liver of mice using an RNeasy kit (Qiagen). The quality of the extracted RNA fraction was evaluated using an Agilent 2100 Bioanalyzer (Agilent). DNA microarray analysis was performed by the one color labeling method using a Low RNA Input Linear Amplification Kit (Agilent) following the manufacturer's instructions. Briefly, a double-strand cDNA was synthesized by MMLV-RT using a primer corresponding to the T7 promoter. A cyanine-labeled cRNA was transcribed using T7 RNA polymerase, and then purified using the RNeasy mini kit. Yields and labeling efficiency were determined by ultraviolet absorption using a NanoDrop ND1000 spectrophotometer (Thermo Scientific). The labeled cRNA (500 ng) was fragmented at 60°C for 30 min with fragmentation solution, and then hybridized to the DNA microarray chip of the Whole Mouse Genome (4×44K) (Agilent) for 18 h at 60°C. After washing, the microarray chips were scanned with an Agilent microarray scanner. Individual microarray quality was evaluated using Feature Extraction software 9.1 (Agilent). Statistical analysis was performed using Gene Spring GX 7.3 software (Agilent) for normalizing and filtering. All microarray data is MIAME compliant and the raw and normalized data have been deposited in the MIAME compliant database Gene Expression Omnibus (GSE27457).

### Real-time RT-PCR analysis

cDNA was synthesized with a QuantiTect® Reverse Transcription kit (Qiagen) using 1 µg total RNA. Real-time RT-PCR analysis was performed using an ABI PRISM7000 (Applied Biosystems). The primers used are listed in Table S1. The PCR conditions were 2 min at 50°C and 10 min at 95°C, followed by 40 cycles of 15 sec at 95°C, 20 sec at 60°C and 40 sec at 72°C. The number of transcripts was quantified, and each sample was normalized on the basis of β-actin content.

**Table 1:** Bile acid concentration in the apoE-KO mouse liver.

Bile acid	Concentration (pmol/mg)	
	normal	high-Chol
Taurocholic acid	332.89	448.64
Taurodeoxycholic acid	21.60	31.98
Taurochenodeoxycholic acid	15.21	32.27
Tauroursodeoxycholic acid	10.79	14.71
Cholic acid	8.31	8.11
Ursodeoxycholic acid	2.19	2.56
Deoxycholic acid	0.85	0.26
Chenodeoxycholic acid	0.58	1.60
β-Muricholic acid	74.20	102.52
α-Muricholic acid	8.44	19.24
Tauro-α-Muricholic acid	16.82	36.79
Tauro-β-Muricholic acid	0.76	2.01
Glycocholic acid	0.77	0.58
Lithocholic acid	0.09	0.03
Taurolithocholic acid	0.15	0.66
Glycoursodeoxycholic acid	0.12	0.20
Glycochenodeoxycholic acid	0.01	N.D.
Glycolithocholic acid	N.D.	N.D.
Glycodeoxycholic acid	0.04	N.D.
Glyco-α-muricholic acid	N.D.	N.D.
Glyco-β-muricholic acid	N.D.	N.D.
**Total**	**493.82**	**702.16**

Small pieces of liver tissue (0.1 g) from three mice were combined, then the bile acids in the liver extracts were analyzed by HPLC, as reported previously [14]. N.D.: Not detected.

### Western blotting analysis

Approximately 50 mg of liver were homogenized in lysis buffer containing 50 mM Tris-HCl (pH 7.5), 250 mM sucrose, 1 mM EDTA, 1% protease inhibitor cocktail and 10 mM sodium orthovanadate, and then incubated on ice for 30 min, followed by filtration. The supernatant was collected and the protein concentrations were determined by BCA protein assay kit (Thermo Scientific) with BSA as the standard. An aliquot of the supernatant (30 µg protein) as well as HepG2 cell lysate was applied to 12% SDS-PAGE, then transferred to a polyvinylidene difluoride membrane (ATTO Co., Tokyo, Japan). The membrane was blocked with 0.1% Tween 20-TBS (TTBS) containing 2% skim milk and then incubated for 2 h with antibodies (Abs) against lipin-1 and lipin-2, respectively (R&D Systems, Inc.). The positive bands were visualized with a horseradish peroxidase-conjugated second Ab and ECL-plus Western blotting detection reagent (GE healthcare UK Ltd.), and detected using X-ray film (RX-U; Fuji Film Co.). The same membrane was reprobed with an Ab against β-actin (Santa Cruz Biotechnology, Inc.).

### Measurement of lipids

Chol and TG were extracted from the liver of mice by the method of Bligh and Dyer [13], and then dissolved in ethanol. The amounts of Chol and TG in the liver or in plasma were determined by enzymatic methods using the Total Chol-test Wako® and TG-test Wako® (Wako Pure Chemical Co., Osaka, Japan), respectively. Small pieces of liver tissue (0.1 g) from three mice were combined, then the bile acids in the liver extracts were analyzed by HPLC, as reported previously [14].

### Statistical analysis

Data are expressed as the mean ± SEM. Results were analyzed using Student's *t*-test, and statistical significance for all comparisons was assigned as * (*p*<0.05), ** (*p*<0.01), *** (*p*<0.005) or **** (*p*<0.001).

## Results

### Effect of a 1 week high-Chol diet on Chol and TG content in liver and plasma

ApoE-KO mice are known as an animal model of hypercholesterolemia, in which the plasma concentrations of Chol are approximately 14-fold higher than in WT mice, even when maintained on normal chow (7.20±0.16 vs. 0.50±0.01 mg/mL). We examined the effect of dietary Chol intake on lipid metabolism in apoE-KO mice. ApoE-KO mice at 10 weeks of age were fed normal chow or the high-Chol diet (1.25% Chol) for one week. The amount of Chol in the liver increased 4-fold, but TG did not increase significantly (Fig. 1a, b). The high-Chol diet increased Chol in the plasma LDL fraction (Fig. 1c, d). However, the TG content in the VLDL and LDL fractions was reduced by 78% and 85%, respectively, compared with the normal chow group (Fig. 1e, f). These results suggest that VLDL-TG synthesis in the liver is suppressed in the apoE-deficient liver at an early stage of high-Chol diet treatment.

**Figure 1:**
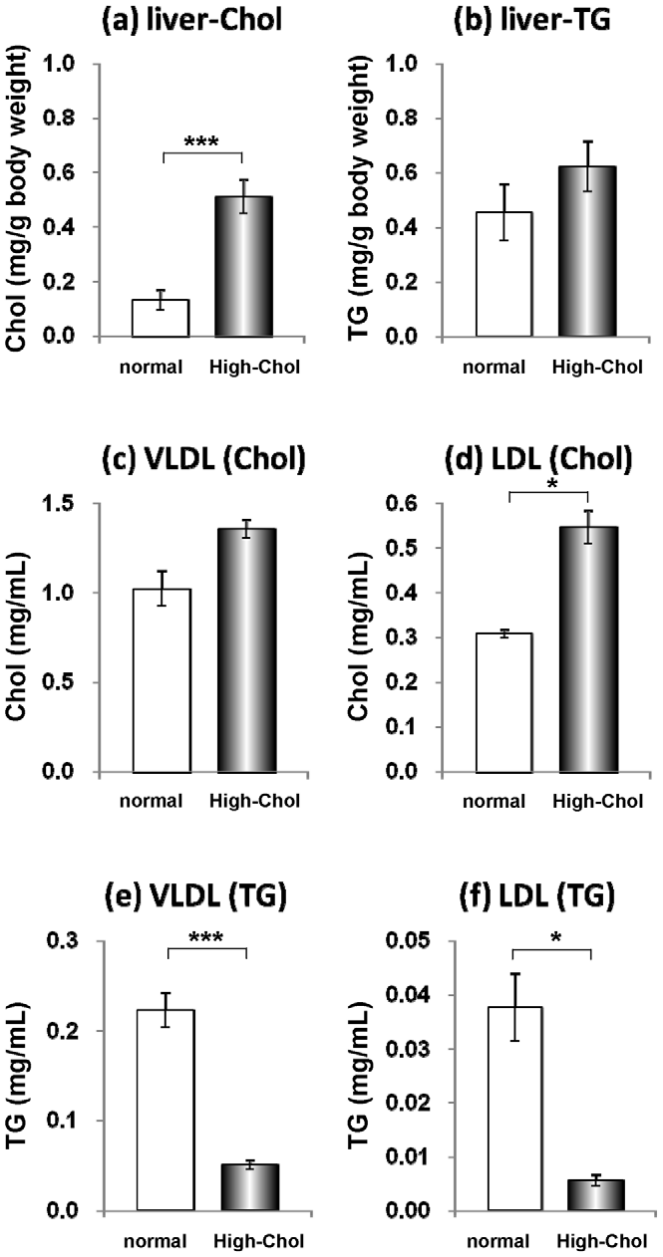
Accumulation of Chol in the liver and reduction of the plasma TG in the apoE-KO mice fed the high-Chol diet for 1 week. After apoE-KO mice were fed normal chow (white bar) or the high-Chol diet (black bar) for 1 week, the liver and plasma were collected (n = 3–4 for each group). (a, b) Chol (a) and TG (b) contents in the liver tissue were determined. (c–f) Lipoproteins in the plasma from the apoE-KO mice were fractionated by ultracentrifugation. Chol content in the VLDL (c) and LDL (d) fractions and TG contents in the VLDL (e) and LDL (f) fractions was determined. *, *p*<0.05; ***, *p*<0.005.

### Bile acid contents in the liver

Bile acids are the end products of hepatic Chol catabolism. We extracted bile acids from the mouse liver to perform analysis using HPLC. The total amount of bile acids in the liver increased by 40% in the high-Chol diet-treated mice compared with those receiving normal chow (Table 1). These data suggest that the apoE-KO mice fed the high-Chol diet accumulate both Chol and bile acids in the liver.

### Effect of long-term high-Chol diet on apoE-KO mice

ApoE-KO mice at 10 weeks of age were fed normal chow or the high-Chol diet for up to 30 weeks. The weight of epididymal WAT was gradually reduced by the high-Chol diet as early as 1 week, and then dramatically diminished over 30 weeks (Fig. 2a–c). The body weight of the apoE-KO mice fed normal chow increased significantly during the 7-week period, but not in those fed the high-Chol diet (Fig. 2d). These results were not due to changes in food intake, because food consumption was not reduced during the period (Fig. 2e).

**Figure 2:**
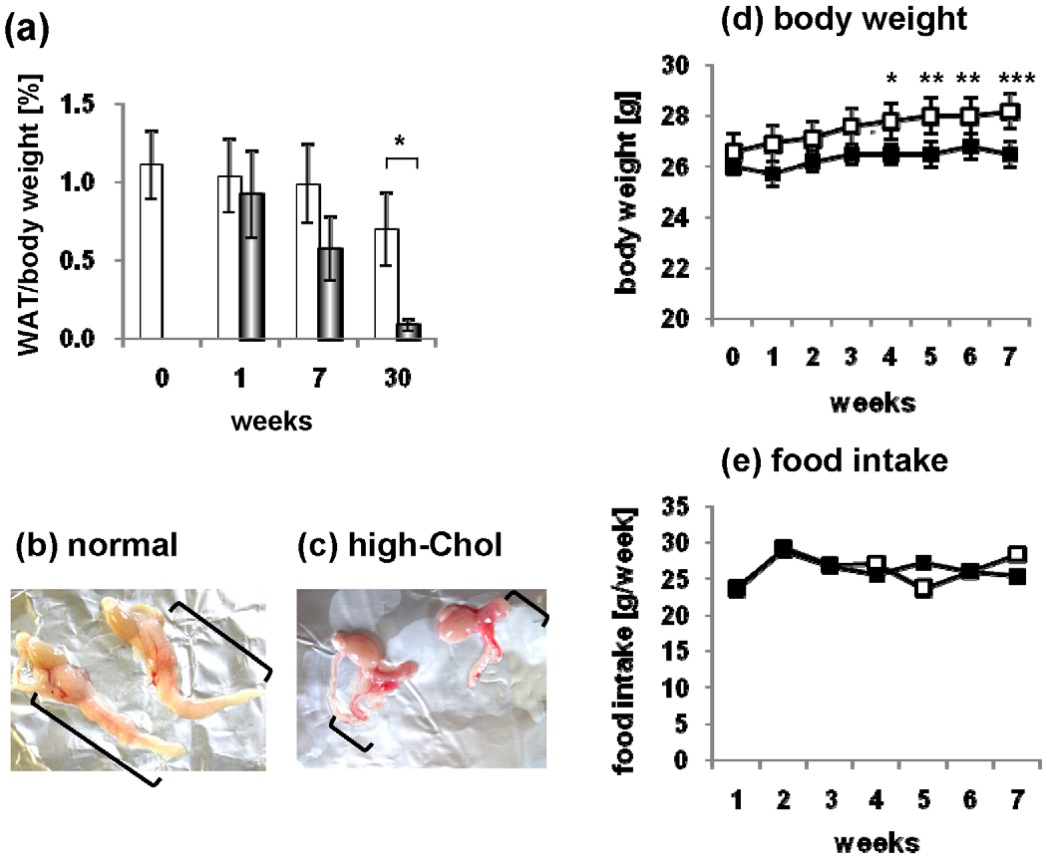
Effects of the high-Chol diet on apoE-KO mice. (a) The weights of the epididymal white adipose tissues (WAT) in apoE-KO mice fed normal chow (white bar) or the high-Chol diet (black bar) for up to 30 weeks were measured (n = 3–5 for each group). The data are expressed as the percent of epididymal WAT in the body weight (*p<0.05). (b,c) Epididymal tissues taken from mice fed normal chow (b) or the high-Chol (c) diet for 30 weeks. The brackets indicate the epididymal WAT. Note that WAT was diminished in the mice fed the high-Chol diet. (d) ApoE-KO mice (normal: n = 12, high-Chol: n = 14) were fed either the normal chow or high-Chol diet for up to 7 weeks. Statistical significance against the level at week 0 was calculated by ANOVA. *, *P<0.05*; **, *P<0.01*; ***, *P<0.005*. (e) The amounts of food consumed during each 7 day period in the cages were monitored (n = 2–4 for each cage, n = 10–12 mice in one group). The data are expressed as the amount of food consumed in a week per mouse.

### Influence of high-Chol diet on gene expression in the liver of apoE-KO mice

To verify the effect of the high-Chol diet on metabolism, we performed DNA microarray analysis of the liver from apoE-KO mice after 1 week of high-Chol diet feeding. 

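The microarray data came from 6 one-colour arrays, 3 independent experiments on normal chow and 3 on the high-Chol diet, with liver RNA from apoE-KO mice that started the diets at 10 weeks of age and received 1.25% Chol for 1 week. In this assay the liver RNA is copied into cyanine-labeled cRNA, hybridized to 60-base probes, and read as the brightness of each spot. The authors deposited the scanner output of each array, in which the feature extraction software had already subtracted the background, and a table with a single normalized value per probe and diet. Each array held 45018 spots, of which 43379 were not controls and covered 27962 gene names. All 3 normal chow arrays (positions 1, 2 and 3) and 1 high-Chol array (position 4) lay on 1 slide, called slide 1 here, and the other two high-Chol arrays (positions 2 and 3) lay on another, called slide 2. The arrays of slide 1 were read with version 9.5 of the software and those of slide 2 with version 9.1, the version given in the methods. The 75th percentile of the background-subtracted signal was 271, 277 and 325 on normal chow, 374 on the high-Chol array of slide 1, and 799 and 762 on slide 2. Spots well above background made up 50.5, 60.2 and 63.0% on normal chow and 62.1, 63.1 and 67.2% on the high-Chol diet. Pearson's r between arrays, taken across genes, which are not independent replicates, was 0.984 to 0.991 within normal chow, 0.975 to 0.988 within the high-Chol diet and 0.957 to 0.983 between the diets.

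For each array, the log2 signal was taken relative to its 75th percentile, spots marked as outliers were left out, and the spots of a probe were averaged. Genes were kept when their probe was well above background on all arrays of at least 1 diet, and the brightest probe stood for a gene, which left 16730 genes. The diets were compared with limma, and p-values were adjusted over all genes by the Benjamini-Hochberg method. Because slide and diet overlap in part, each comparison was also fitted with slide as a block, in which the high-Chol array of slide 1 alone carries the difference from normal chow. With 3 arrays per diet, the number of arrays limits the precision, and an exact permutation test cannot give a p below 0.1. The median SD of a gene across the arrays of a diet was 0.20 on normal chow and 0.25 on the high-Chol diet, on the log2 scale. Signal on the probe for Apoe, the gene disrupted in these mice, was 3.31, 1.66 and 3.81 on the normal chow arrays and 3.20, 3.18 and 3.56 on the high-Chol arrays, a log2 difference of 0.39 (standard error 0.52, adjusted p = 0.671 from limma). Without the normal chow array at position 2 this difference was -0.24. All 6 arrays are from apoE-KO mice, so this probe gives no comparison with an intact gene.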

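On the scale of the 75th percentile, 2581 of the 16730 genes had a signal more than 1.5-fold higher on the high-Chol diet than on normal chow, and 977 genes were lower by more than 1.5-fold. Lower genes thus made up 27.5% of the changed genes. Among the 14344 genes well above background on all 6 arrays, 1375 were higher and 911 lower (39.9% lower). Over the 16730 genes, the share also moved with the way the arrays were scaled. It moved most with a normexp background correction in place of the software's subtraction, which gave 623 higher and 1825 lower genes (74.6% lower). Scaling to each array's median gave 1754 higher and 2772 lower genes (61.2% lower), and the authors' deposited values, over 16637 genes, gave 1842 and 2865 (60.9% lower). Quantile normalization gave 2308 higher and 1145 lower genes (33.2% lower). The median log2 difference of all genes was -0.02 with the 75th percentile, -0.11 with the normexp background, -0.26 with median scaling and 0.03 with quantile normalization.

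By limma, 450 genes were higher and 38 lower at an adjusted p under 0.05, and 2064 were higher and 1477 lower at an unadjusted p under 0.05. The methods' t-test gave 1402 higher and 1387 lower genes at an unadjusted p under 0.05, and 4 and 1 after Benjamini-Hochberg adjustment. With slide as a block, limma called 11 genes higher and 0 lower, with 945 and 578 at an unadjusted p under 0.05, and 1335 genes were more than 1.5-fold higher and 1047 lower (44.0% lower). The calls depended on single arrays. Without the normal chow array at position 2, limma called 42 genes higher and 0 lower (1492 and 773 at an unadjusted p under 0.05), and without the high-Chol array of slide 1 it called 3158 higher and 785 lower. In the latter comparison all normal chow arrays are on slide 1 and all high-Chol arrays on slide 2, so that diet and slide cannot be told apart.

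Among the called genes that were well above background on all 6 arrays and whose diets did not overlap, Ccl2, which encodes a chemokine, rose most. Its log2 signal was -2.73 ± 0.47 (SD, n = 3) on normal chow and 2.34 ± 0.92 (SD, n = 3) on the high-Chol diet, a difference of 5.06 (standard error 0.47, adjusted p = 0.0063 from limma). Sqle, which encodes squalene epoxidase of Chol synthesis, fell most in the same group of genes, from 3.62 ± 0.67 (SD, n = 3) to 0.64 ± 0.65 (SD, n = 3), a difference of -2.97 (standard error 0.42, adjusted p = 0.0178 from limma). With slide as a block the differences were 5.15 for Ccl2 and -2.22 for Sqle, and neither gene was called, as was also the case with the normexp background. Gpnmb was not well above background on the normal chow arrays and on this scale was at least 63.1-fold higher on the high-Chol diet. This bound sets the mean of the 3 high-Chol arrays against the mean, over the normal chow arrays, of the lowest signal among probes well above background or the probe's own signal, whichever was higher. Gpnmb kept its call with slide as a block and lost it with the normexp background, under which this bound does not hold.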

A great many genes in the liver (up-regulated: 655 genes, down-regulated: 1,679 genes) changed their expression levels more than 1.5-fold under the high-Chol diet compared with normal chow. 

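A set of 42 genes of lipid metabolism was selected by the study on these same arrays, so their changes are not independent evidence. In the array values, Soat1, Abcg1, Nr0b2, Tbxas1, Acox2, Lpl and Pla2g7 were higher on the high-Chol diet, each by more than 1.5-fold. Another 34 of the 42 genes were lower, 19 of them by more than 1.5-fold. Fasn differed by 0.02 on the log2 scale, a value that rests on 1 high-Chol array, since its brightest probe was marked as an outlier on the other two, and its second probe gave -0.78. In 25 of the 42 genes all 6 arrays had a value and the diets did not overlap, where chance gives 10%. Adjusted over all genes, limma called 8 of the 42, and adjusted over the list alone 22. With slide as a block 40 of the 42 kept the direction that the study gives and 0 were called, while the methods' t-test gave an unadjusted p under 0.05 and that direction for 20. The number with that direction was 41 with the 75th percentile and with median scaling, 39 with quantile normalization and 36 with the normexp background, under which Cyp39a1, Acsl1, Slc27a2, Apob and Agpat6 were higher on the high-Chol diet.

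The 5 genes called higher were Lpl, Abcg1, Pla2g7, Tbxas1 and Soat1. Abcg1, a Chol transporter, rose from 0.91 ± 0.07 (SD, n = 3) to 2.19 ± 0.09 (SD, n = 3), a log2 difference of 1.28 (standard error 0.14, adjusted p = 0.0090 from limma), with 1.17 when slide was a block. Lpl, which encodes lipoprotein lipase, rose from 1.23 ± 0.33 (SD, n = 3) to 3.10 ± 0.16 (SD, n = 3), a difference of 1.87, and of 1.76 with the block. The log2 differences of Soat1, Tbxas1 and Pla2g7 were 1.19, 1.23 and 1.25. Among the genes called lower were Cyp51 and Hsd17b7 of Chol synthesis, which differed by -2.01 and -1.61. In Fdps, the brightest probe gave -1.79 and its other probe -0.72.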

Table 2 shows the genes involved in lipid metabolism that exhibited changed mRNA expression levels as a result of the high-Chol diet. 

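Gene sets were tested with limma's camera, with a preset correlation of 0.01 between genes, on the 16438 genes with a value on all 6 arrays, and the p-values were adjusted over the sets. The 19 genes of Chol biosynthesis, a list drawn up before the data were examined, were all lower on the high-Chol diet, with log2 differences from -2.97 to -0.62 and a median of -1.37 (adjusted p = 5.9e-12 from camera in limma). Of these, 7 are also among the genes selected by the study, 6 were called over all genes and 17 adjusted over the list alone, and 13, with values on all 6 arrays, showed no overlap between the diets, where chance gives 10%. All 19 were lower under the 75th percentile, median, quantile and normexp scalings, and with slide as a block, where the median was -1.02. The 12 genes of fatty acid synthesis had a median of -0.66, with 10 lower (adjusted p = 0.0126), and limma called 0 of them over all genes and 3 adjusted over the list alone, with 3 at an unadjusted p under 0.05 and 3 by the methods' t-test. Their median fell in size to -0.22 with slide as a block, where the set was no longer called, nor was it with the normexp background (-0.31) or without the normal chow array at position 3 (-0.34). The 18 genes of fatty acid oxidation had a median of -0.16, with 13 lower (adjusted p = 0.125). Their direction changed with the scaling, to 0.14 with the normexp background and 0.04 with quantile normalization, and with slide as a block 9 of 18 were lower. Camera called them as higher with the normexp background and as lower without the high-Chol array of slide 1. Relative to the median of all genes it was -0.14 with the 75th percentile and with median scaling, 0.0061 with quantile normalization and 0.24 with the normexp background. For the 11 genes of bile acid synthesis the median was -0.24, with 9 lower (adjusted p = 0.0834), and -0.04 with slide as a block, and the list was called only without the high-Chol array of slide 1.

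The sets that the study selected on these arrays were tested in the same way and are not independent evidence. The 7 genes of Chol biosynthesis had a median of -1.56 (adjusted p = 2.4e-06). The Chol homeostasis set, with Soat1 and Abcg1 among the higher genes, had a median of 1.19 and a mean of 0.53 (adjusted p = 0.0944). The fatty acid biosynthesis set of 5 genes had a median of -0.34 and a mean of -0.14 (adjusted p = 0.308), and the fatty acid metabolism set of 6 genes a median of -0.37 (adjusted p = 0.187), which was 0.06 with the normexp background. The 6 transcription factors had a median of -0.64, with 5 lower (adjusted p = 0.0620), the 3 genes of bile acid biosynthesis -1.33 (adjusted p = 0.181), the 2 bile acid transporters -0.69 (adjusted p = 0.112), and the 3 genes of lipid metabolism 1.25, with 2 higher (adjusted p = 0.0625). For the VLDL genes Apob and Mttp the median was -0.27, and this comparison has no set test because Apob lacks a value on 1 array. With every probe by itself, 6 of 6 probes were lower and the set was called, and with the mean of a gene's probes (-0.47) it was not. Of the sets given here, both Chol biosynthesis sets were also called by fry, another set test of limma, and the fatty acid synthesis list was not. Fry called in addition Chol homeostasis, the transcription factors and lipid metabolism. The median of lipid metabolism was 0.87 with slide as a block. Camera called this set as higher with the normexp background, median scaling, every probe by itself, no filter and the filter for all 6 arrays. It also did without the normal chow array at position 2 or the high-Chol array at position 2 of slide 2. It did not with quantile normalization, the mean of a gene's probes or without the normal chow array at position 1. It called the transcription factors as lower with every probe by itself and the mean of a gene's probes. They were also called without the normal chow array at position 1 or the high-Chol array at position 2 of slide 2. Under the normexp, median and quantile scalings the transcription factors were not called. With the correlation between genes estimated from the data, camera called 0 sets, with a lowest adjusted p of 0.305.

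**Figure D1:**
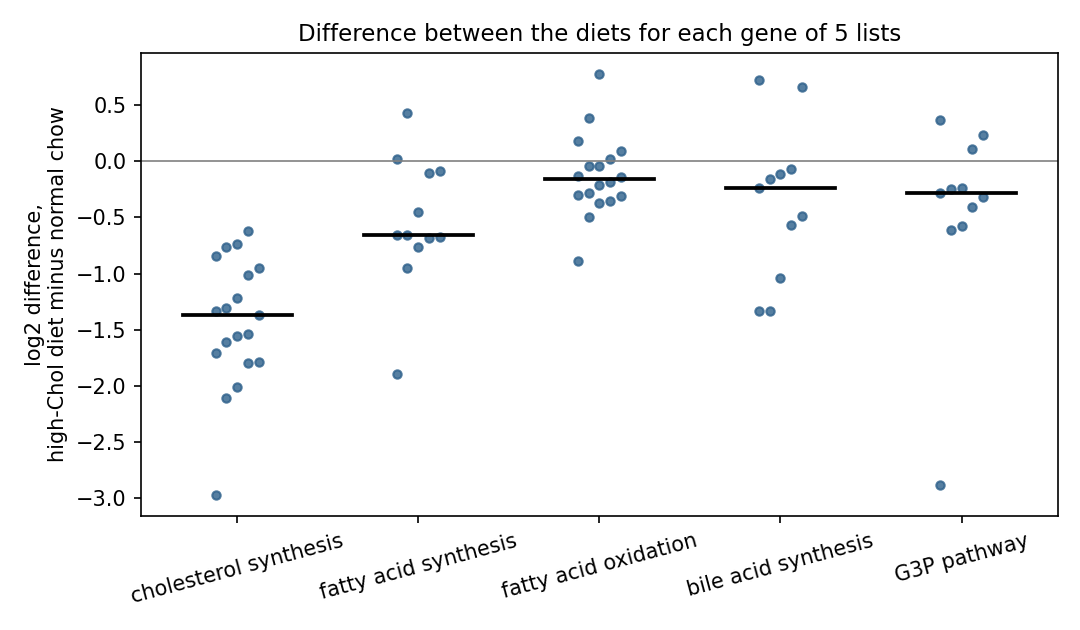
Log2 difference in signal, high-Chol diet minus normal chow, for each gene (point) of 5 lists drawn up before the data were examined, with the median of each list as a black line. All 19 genes of Chol synthesis lie below 0, with a median of -1.37, while the fatty acid oxidation genes lie on both sides with a median of -0.16, which is above 0 with the normexp background and with quantile normalization.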

There was significant repression of sets of genes related to fatty acid biosynthesis, fatty acid metabolism, Chol biosynthesis, Chol homeostasis and TG biosynthesis.

**Table 2:** apoE-KO liver.

	Fold	*p* (n = 3)
cholesterol biosynthesis		
cytochrome P450, family 51	−5.56	<0.05
3-hydroxy-3-methylglutaryl-CoA reductase (HMG-CoAR)	−3.70	<0.01
hydroxysteroid (17-β) dehydrogenase 7	−2.27	<0.01
phenylalkylamine Ca2+ antagonist binding protein	−2.17	<0.05
farnesyl diphosphate synthetase	−2.08	<0.01
24-dehydrocholesterol reductase	−1.92	<0.05
lanosterol synthase	−3.10	<0.01
cholesterol homeostasis		
sterol O-acyltransferase 1 (ACAT)	1.90	<0.01
ATP-binding cassette, sub-family G (WHITE), member 1 (ABCG1)	2.00	<0.01
low density lipoprotein receptor (LDLR)	−1.85	<0.01
Transcriptional factor		
nuclear receptor subfamily 1, group H, member 4 (FXR)	−1.97	0.06
nuclear receptor subfamily 0, group B, member 2 (SHP)	2.03	0.15
hepatic nuclear factor 4, alpha (HNF-4α)	−1.42	0.11
peroxisome proliferator activated receptor alpha (PPARα)	−2.44	<0.05
retinoid X receptor alpha (RXRα)	−1.72	<0.05
forkhead box O1 (FOXO1)	−2.27	<0.05
bile acid transporter activity		
solute carrier organic anion transporter family, member 1a5	−1.57	<0.01
solute carrier family 10, member 2	−3.00	<0.01
bile acid biosynthesis		
cytochrome P450, family 7, subfamily a, polypeptide 1 (CYP7A1)	−3.36	0.10
cytochrome P450, family 39, subfamily a, polypeptide 1 (CYP39a1)	−1.65	0.15
cytochrome P450, family 8, subfamily b, polypeptide 1 (CYP8b1)	−2.86	0.15
fatty acid biosynthesis		
fatty acid synthase (FAS)	−2.12	0.16
fatty acid desaturase 1	−2.17	0.10
acyl-CoA synthetase medium-chain family member 3	−1.64	<0.05
elongation of very long chain fatty acids-like 2	−1.96	<0.05
thromboxane A synthase 1, platelet	2.00	<0.01
fatty acid metabolism		
acyl-CoA oxidase 2, branched chain	1.50	<0.05
carnitine palmitoyltransferase 1a, liver	−3.13	<0.05
acyl-CoA synthetase long-chain family member 1	−1.67	<0.01
acyl-CoA thioesterase 7	−1.59	<0.01
solute carrier family 27, member 2	−1.56	<0.01
acetyl-CoA acyltransferase 1A	−1.54	<0.01
lipid metabolism		
lipoprotein lipase (LPL)	2.80	<0.01
phospholipase A2, group VII	2.11	<0.01
hydroxysteroid 11-beta dehydrogenase 1 (11β-HSD1)	−1.67	<0.05
VLDL		
apolipoprotein B	−1.96	0.10
microsomal triglyceride transfer protein (MTP)	−1.64	0.12
TG biosynthesis		
acylglycerol-3-phosphate O-acyltransferase 6 (AGPAT6: GPAT4)	−1.61	<0.05
acylglycerol-3-phosphate O-acyltransferase 1 (AGPAT1)	−1.52	<0.01
lipin 1	−14.30	<0.05
lipin 2	−2.56	<0.05
diacylglycerol O-acyltransferase 2 (DGAT 2)	−1.92	<0.05

List of mRNA expression pattern in apoE-KO mice liver changed by high-Chol diet. The mice were fed with either normal chow or high-Chol diet (1.25% Chol) for 1 week. Cyanine-labbeled cRNA was prepared from total RNA extracted from the mouse liver tissue. DNA microarray analysis was performed as described in Materials and Methods. The affected genes (<1.5-fold) related to lipid metabolism are listed.

### Expression of the hepatic G3P pathway was down-regulated in the liver of high-Chol diet-treated apoE-KO mice

TG is synthesized via the G3P pathway in the liver. 

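The G3P pathway builds TG from glycerol-3-phosphate through a glycerol-3-phosphate acyltransferase (GPAT), an acylglycerol-phosphate acyltransferase (AGPAT), a phosphatidate phosphatase (lipin) and a diacylglycerol acyltransferase (DGAT). Positions are those of the array annotation for the mm7 build of the mouse genome, which does not name the exon or untranslated region of a probe. Agpat6, which encodes GPAT4 (chromosome 8, 21959057 to 21959116, minus strand), had a log2 signal of 6.10 ± 0.43 (SD, n = 3) on normal chow and 5.85 ± 0.43 (SD, n = 3) on the high-Chol diet, a difference of -0.25 (standard error 0.29, adjusted p = 0.627 from limma). The difference was 0.03 with the normexp background and -0.51 with slide as a block. With single arrays left out it ran from -0.50, without the normal chow array at position 1, to -0.11, without that at position 2. Agpat1 (chromosome 17, 32697034 to 32697183, plus strand) went from -0.71 ± 0.12 (SD, n = 3) to -0.95 ± 0.39 (SD, n = 3), a difference of -0.24 (standard error 0.22, adjusted p = 0.527), and of -0.64 with slide as a block. Without the high-Chol array of slide 1, it was -0.04. Without the high-Chol array at position 3 of slide 2 it was -0.43. For both genes the diets overlapped.

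Lpin1 fell from 5.43 ± 1.31 (SD, n = 3) to 2.54 ± 1.04 (SD, n = 3), a difference of -2.88 (standard error 0.74, adjusted p = 0.102 from limma). The lowest normal chow array lay above the highest high-Chol array, which gives 0.1 in an exact two-sided permutation test, the smallest p that 3 arrays against 3 allow. Lpin2 (chromosome 17, 69529021 to 69529080, plus strand) went from 5.39 ± 0.65 (SD, n = 3) to 4.78 ± 0.17 (SD, n = 2, since the spot was marked as an outlier on the third array), a difference of -0.61 (standard error 0.38, adjusted p = 0.383), and of -0.49 with slide as a block. The signal of 1 normal chow array (4.64) lay below both high-Chol arrays. Its other probes gave -0.93 and -1.03, without overlap between the diets, and -1.57, the last well above background on 2 arrays of each diet. Dgat2 (chromosome 7, 95185607 to 95185666, minus strand) went from 7.86 ± 0.35 (SD, n = 3) to 7.28 ± 0.33 (SD, n = 3), a difference of -0.58 (standard error 0.25, adjusted p = 0.240), which was -0.51 with slide as a block and -0.87 and -0.84 on its other probes, both without overlap between the diets, where chance gives 10% for a single probe. Gpam, which encodes another GPAT, differed by -0.41 (standard error 0.24, adjusted p = 0.352), or -0.11 with slide as a block. Lpin3 differed by 0.24 (standard error 0.21, adjusted p = 0.524), and by -0.10 with the normexp background.

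**Figure D2:**
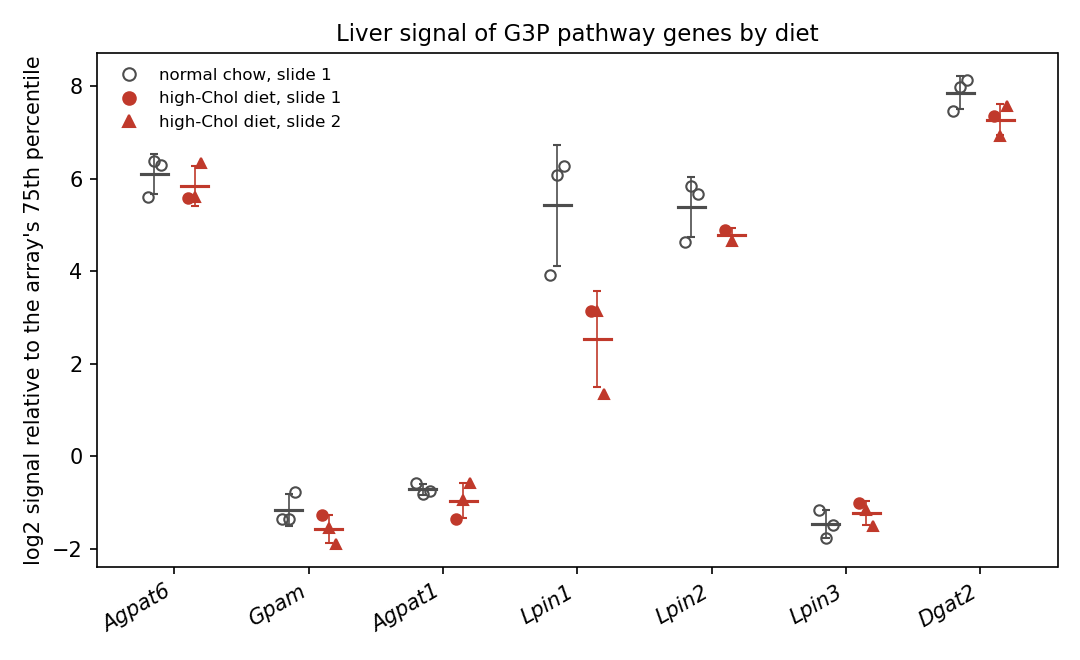
Log2 signal relative to the 75th percentile of the array for 7 genes of the G3P pathway, with 1 symbol per array. Open circles are normal chow arrays, filled circles the high-Chol array of slide 1 and triangles those of slide 2, and lines and bars give the mean and SD. Lpin1 shows the widest gap between the diets, with a difference of -2.88, and on the brightest probes shown the high-Chol symbols of Agpat6, Agpat1, Lpin2, Gpam, Lpin3 and Dgat2 overlap with normal chow.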

DNA microarray analysis revealed that the expression of genes in the G3P pathway, namely *GPAT*, *AGPAT1*, *lipin-1*, *lipin-2* and *DGAT2*, were reduced in the liver of the apoE-KO mice fed the high-Chol diet (Table 2). In particular, the *lipin-1* gene was the most repressed (14.3-fold) among all of the genes. 

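On the single arrays, the log2 signal of Lpin1 was 3.92, 6.07 and 6.28 on normal chow at positions 1, 2 and 3 of slide 1, 3.14 on the high-Chol array of the same slide, and 3.15 and 1.34 on slide 2. The mean difference corresponds to a signal 7.38-fold lower on the high-Chol diet, and to -2.29 on the log2 scale with slide as a block. Ranked by log2 difference from the lowest, Lpin1 stood at 7 among the 16730 genes, and at 5 among the 14344 genes well above background on all 6 arrays. The genes with lower values among the 16730 were Gm129 (-5.00, well above background on 1 of the 3 high-Chol arrays), Dbp (-4.17), a transcript without a gene symbol, Usp2 (-3.36), Moxd1 (-2.98, with overlapping diets) and Sqle. The rank was 3 with the normexp background, 5 with the authors' deposited values and 22 with slide as a block, and between 4 and 24 when single arrays were left out.

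The probe used for Lpin1 lies on chromosome 12 from 16590760 to 16590818 on the minus strand of mm7, and its sequence is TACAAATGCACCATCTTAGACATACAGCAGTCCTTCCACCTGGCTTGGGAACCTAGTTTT. Its 3 other probes, between 16591574 and 16591713, gave log2 differences of -2.80, -2.66 and -2.71. The normal chow array at position 1 and the high-Chol array at position 3 of slide 2 lay apart from the other arrays of their diets. Without the first the log2 difference was -3.64, and without the second -2.28, the ends of the range over single arrays left out. Lpin1 was not called by limma, nor with slide as a block. It was called under 3 of the 15 alternatives with an adjusted p from limma or from the methods' t-test, namely median scaling (-3.12, adjusted p = 0.0462), array weights (-3.44, adjusted p = 0.0203) and without the high-Chol array of slide 1 (-3.18, adjusted p = 0.0473), where diet and slide cannot be told apart. Over these alternatives the adjusted p ran from 0.0203 to 1.00, and the methods' t-test gave an unadjusted value of 0.0403.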

The lipin-1 gene produces two transcripts, *lipin-1α* and *lipin-1β*, in the liver by alternative splicing [15]. The reduced mRNA levels for *lipin-1α* and *-2* were confirmed by real-time RT-PCR, although *lipin-1β* did not reach a significant difference (*p* = 0.06) (Fig. 3a). The mRNA levels of the other enzymes in the G3P pathway were also reduced significantly, as shown by real-time RT-PCR (Fig. 3a). Western blotting showed that the protein levels of both lipin-1 and lipin-2 were markedly decreased in the liver by the high-Chol diet (Fig. 3b). Note that the antibody against lipin-1 used binds to lipin-1α and lipin-1β since the antibody was raised against a domain conserved in the two isoforms. These data strongly suggest that TG synthesis was suppressed at the transcriptional level in the liver of apoE-KO mice fed the high-Chol diet.

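As a set, 11 of the 12 genes listed for the G3P pathway before the data were examined had a value, and 8 of these were lower on the high-Chol diet. Of the 11, 5 are also among the genes that the study selected on these arrays, and all 5 were lower. The median log2 difference of the list was -0.29, with a range from -2.88 to 0.36 (adjusted p = 0.125 from limma's camera, and 0.0873 from fry). Lpin2, which lacks a value on an array, entered the median and not these set tests. The block for slide gave a median of -0.28. Relative to the median of all genes it was -0.26 with the 75th percentile, -0.27 with median scaling, -0.25 with quantile normalization and -0.03 with the normexp background. Of the 11 genes, limma called 0 over all genes and 0 adjusted over the list alone, with 1 at an unadjusted p under 0.05 and 2 by the methods' t-test, and 2 showed no overlap between the diets, where chance gives 10%. The set was called when every probe was tested by itself (median -0.34, adjusted p = 0.00081) and with the mean of a gene's probes (-0.29, adjusted p = 0.0478). Among the alternatives the adjusted p of camera reached 0.611, with the normexp background. Without Lpin1 the median was -0.27, with 7 of 10 genes lower.

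The 5 genes that the study selected for TG biosynthesis, which are not independent evidence, were all lower, with a median of -0.58 (adjusted p = 0.0671 from camera and 0.119 from fry), 0 called over all genes, 1 adjusted over the list alone and 1 at an unadjusted p under 0.05 by limma and by the methods' t-test. Camera called them with every probe by itself, the mean of a gene's probes, slide as a block (median -0.51), and without the normal chow array at position 1 or the high-Chol array at position 3 of slide 2. Lpin2 was in the median of -0.58 and, lacking a value on an array, not in the set tests given with it. It entered the tests with every probe, the probe mean and without the high-Chol array at position 3 of slide 2. With the normexp background, 4 of the 5 genes were lower. Without Lpin1, their median was -0.42 with 4 of 4 lower. From the array values together with real-time RT-PCR and Western blotting (Fig. 3), the paper proposes that TG synthesis was suppressed at the level of transcription.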

**Figure 3:**
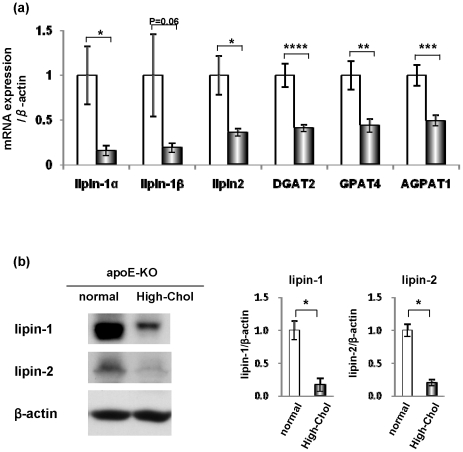
Reduction of the expression of genes and proteins involved in the G3P pathway in the liver. (a) The liver was collected from apoE-KO mice fed normal chow (white bar) or the high-Chol diet (black bar) for 1 week. The mRNA expression levels of genes involved in the G3P pathway (*lipin-1α*, *lipin-1β*, *lipin-2*, *DGAT2*, *GPAT4* and *AGPAT1*) were analyzed by real-time RT-PCR (n = 7). (b) Changes in the protein levels of lipin-1 and lipin-2 in the liver of apoE-KO mice fed normal chow or the high-Chol diet for 1 week were analyzed by Western blotting. Quantitative analysis is indicated in the graph (n = 3). *, *p*<0.05; **, *p*<0.01; ***, *p*<0.005; ****, *p*<0.001.

### Reduction of the mRNA expression levels of transcription factors and genes involved in lipid metabolism

The effect of the high-Chol diet on mRNA expression levels of the lipogenic genes, *fatty acid synthase* (*FAS*), *stearoyl-CoA desaturase 1* (*SCD-1*) and *malic enzyme* (*ME*) was examined (Fig. 4a). The gene expression of *FAS* was significantly reduced in the mice fed the high-Chol diet, but *SCD-1* and *ME* were not. *SREBP-1c*, which regulates transcription of these lipogenic genes, decreased slightly, but did not reach statistical significance (Fig. 4a). These data suggest that the sterol-mediated regulation of fatty acid synthesis is not sensitive under this condition.

**Figure 4:**
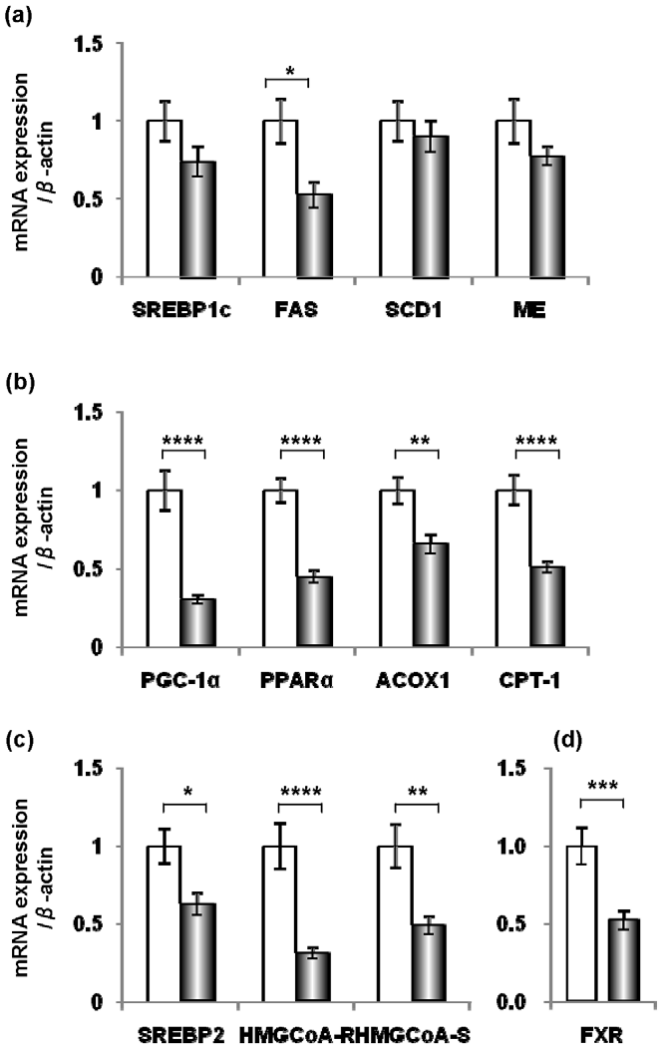
Hepatic mRNA expression of lipogenic genes in apoE-KO mice fed normal chow (white bar) or the high-Chol diet (black bar) for 1 week. The mRNA expression patterns of (a) *SREBP-1c*, *FAS*, *SCD-1* and *ME*, (b) *PGC-1α*, *PPARα* and its target genes (*ACOX-1* and *CPT-1*), (c) *SREBP-2* and its target genes (*HMG-CoA reductase* and *HMG-CoA synthase*) and (d) *FXR*, in the liver were analyzed by real-time RT-PCR (n = 7). *, *p*<0.05; **, *p*<0.01; ***, *p*<0.005; ****, *p*<0.001.

We then investigated the mRNA expression levels of other transcription factors that regulate lipid metabolism and energy homeostasis. As shown in Fig. 4b, the high-Chol diet suppressed the mRNA levels of *peroxisome proliferator-activated receptor (PPAR)- γ coactivator-1α* (*PGC-1α*) and *PPARα*. These results are in good accordance with the data from the DNA microarray analysis. 

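On the arrays, Ppargc1a, which encodes PGC-1α (probe on chromosome 5, 50830839 to 50830898, minus strand of mm7), had a log2 signal of 0.71 ± 0.54 (SD, n = 3) on normal chow and 0.54 ± 0.47 (SD, n = 3) on the high-Chol diet. The difference of -0.18 (standard error 0.34, adjusted p = 0.778 from limma) was smaller than the SD within either diet, the diets overlapped, and the gene's second probe gave -0.05. Fitted with slide as a block, the difference was 0.08. It was 0.07 without the normal chow array at position 2, 0.10 without the high-Chol array at position 3 of slide 2, and -0.47 without the normal chow array at position 1. With median scaling it was -0.41, of which -0.26 is the shift of all genes.

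Ppara (chromosome 15, 85883890 to 85883949, plus strand) went from 4.39 ± 0.35 (SD, n = 3) to 3.46 ± 0.37 (SD, n = 3), a difference of -0.94 (standard error 0.26, adjusted p = 0.121 from limma). All 3 high-Chol arrays lay below all 3 normal chow arrays, the separation that gives the smallest exact permutation p of 0.1. The difference was -1.14 with slide as a block, between -1.15 and -0.81 when single arrays were left out, and -0.60 with the normexp background, the smallest change among the alternatives. By an adjusted p, Ppara was called only with array weights (0.0379), and over the alternatives the adjusted p ran from 0.0379 to 1.00, while the methods' t-test gave an unadjusted value of 0.0334.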

To verify the significant reduction in PPARα, the mRNA expression patterns of PPARα target genes were analyzed. The mRNA levels of two genes, *acyl-coenzyme A oxidase 1* (*ACOX1*) and *carnitine palmitoyltransferase-1* (*CPT-1*), which are involved in β-oxidation, were reduced significantly (Fig. 4b). SREBP-2 and its target genes such as *HMG-CoA reductase* and *HMG-CoA synthase* were significantly down-regulated (Fig. 4c). The mRNA expression of *farnesoid X receptor* (*FXR*) was also suppressed (Fig. 4d). These data suggest that various transcription factors and enzymes related to lipid metabolism are suppressed in the liver of apoE-KO mice under the conditions of a high-Chol diet, although fatty acid metabolism via SREBP-1c is not affected.

### Effects of Chol metabolites on lipin expression

Chol is scarcely metabolized in peripheral tissues. The major metabolites of Chol are bile acids generated in the liver. In addition, certain specialized cells convert Chol into steroid hormones. We studied the possible involvement of Chol metabolites on the expression of lipin proteins. It is reported that the transcription of the lipin-1 gene is regulated by glucocorticoids (GCs) [16], [17] and by PGC-1α [18]. However, corticosterone, an active form of GC in mouse liver, did not change as a result of the high-Chol diet (Fig. S1). As shown in Fig. 4b, the high-Chol diet suppressed mRNA expression of PGC-1α in the liver of apoE-KO mice, suggesting that lipin-1 expression is down-regulated by a suppression of PGC-1α.

The regulatory system of lipin-2 expression is poorly understood. Although PGC-1α is a transcriptional regulator of lipin-1 gene, it is not involved in lipin-2 expression [19]. Since lipin-2 in addition to lipin-1 was down-regulated in the high-Chol diet condition, the effect of bile acids on lipin-2 expression was examined. When human hepatoma cell line HepG2 cells were treated with taurocholic acid (TCA), the lipin-2 protein level decreased, while the lipin-1 protein was not changed under the same conditions (Fig. 5). These results suggest that there is a bile acid-sensitive mechanism that regulates lipin-2 expression in the liver.

**Figure 5:**
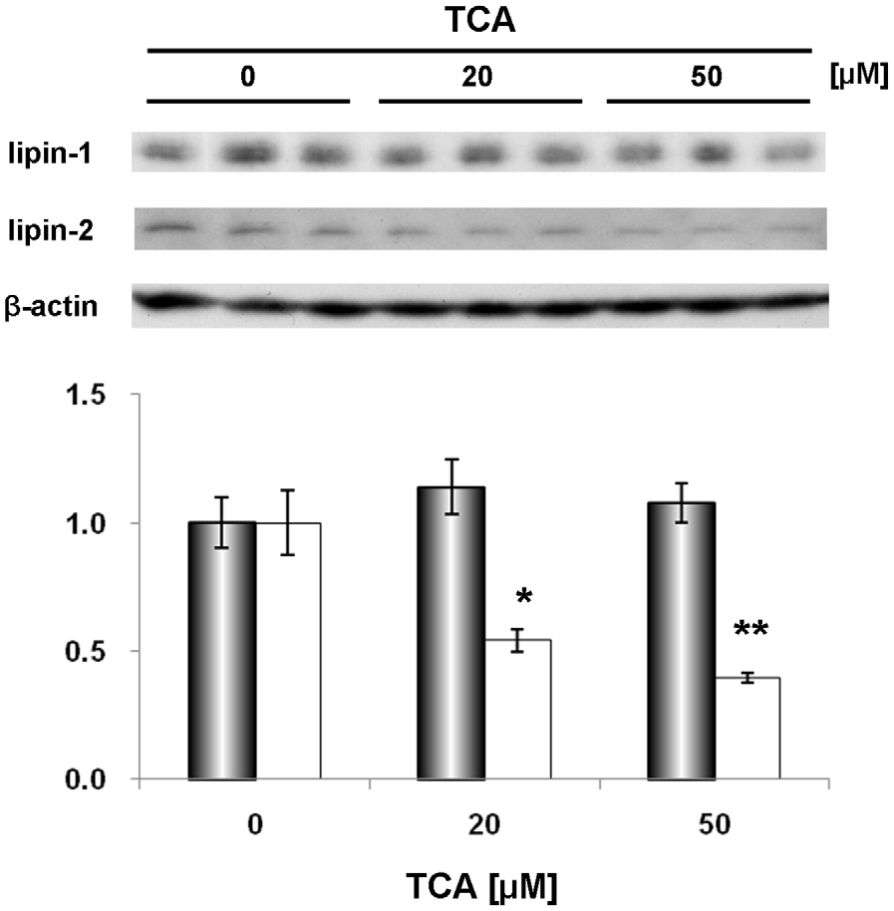
The effect of bile acids on lipin-1 and -2 protein expression in HepG2 cells. HepG2 cells were cultured in DMEM medium containing 10% lipoprotein-deficient serum , and TCA (0, 20, and 50 µM) was added for 24 h. Cells were lysed and analyzed by Western blotting. Quantitative analysis is shown with the graph (n = 3). *, *p*<0.05; **, *p*<0.01.

## Discussion

In this study we investigated the regulatory mechanisms of TG synthesis in the liver of apoE-KO mice fed a high-Chol diet, because we observed a dramatic reduction in TG content in the VLDL and LDL fractions under these conditions. These mice also showed a remarkable loss of epididymal WAT in the course of long term administration of the high-Chol diet. These observations led us to focus on the regulatory systems of TG metabolism in the liver. Genes related to lipid metabolism in the liver were suppressed, including the G3P pathway. Among them, the suppression of lipin-1 and -2 was remarkable, which may have reduced the TG content in lipoproteins. It is reported that lipin-2 is responsible for the major PA phosphatase activity [19] while hepatic lipin-1 has an important role in VLDL assembly and secretion in the liver [20], [21]. Our current result showing that lipin could have a significant impact on TG content in VLDL is in accordance with these studies. In addition, it is suggested that the accumulation of bile acids in the liver results in the suppression of lipin-2, which is responsible for TG synthesis.

Lipin consists of three genes, *lipin-1*, *-2* and *-3*, and the *lipin-1* gene produces three proteins, lipin-1α, -1β and -1γ by alternative splicing [6], [15], [22]. In adipocyte, lipin-1α localizes in the nucleus and lipin-1β localizes in the cytosol [15]. Several studies have reported that lipin-1 mRNA expression is induced by various mechanisms, including GCs [16], [17] and PGC-1α [18]. Our data suggest that a reduction of PGC-1α rather than GCs induces the suppression of lipin-1 expression by the high-Chol diet. Ishimoto *et al.* reported that human *lipin-1* mRNA and protein were changed by a depletion and supplementation of cellular sterols in HuH-7 cells in culture, and demonstrated that transcription of the *lipin-1* gene is mediated by SREBP-1 [23]. Our study showed strong reduction of lipin-1α and β protein concomitant with the mRNA expression of all the enzymes in G3P pathway occurs in vivo by dietary Chol. Although we cannot rule out the involvement of SREBP-1 in lipin-1 gene suppression, other regulatory molecules such as PGC-1α seem to be active under our conditions.

Recent studies reported that lipin-1 has a dual effect on TG synthesis and gene expression [18], [21]. Lipin-1 functions as a coactivator of PGC-1α and is an inducible amplifier of PPARα [18], and *lipin-1* mRNA levels were found to correlate with the *PPARα* mRNA expression level [24]. In this study, we found potent suppression of the *PPARα* mRNA level in the apoE-KO mice fed a high-Chol diet, accompanied by a suppression of its target genes such as *ACOX1* and *CPT-1*. These data are consistent with the recent report that neonatal *fld* mice, in which the *lipin-1* gene is mutated, exhibit a significant defect in fatty acid oxidation and hepatic steatosis [25]. SREBP-1c, another regulator of fatty acid metabolism, was not significantly changed in its expression pattern. These data strongly suggest that TG synthesis, in addition to Chol synthesis and fatty acid oxidation, was down-regulated in the liver of apoE-KO mice by Chol administration.

The regulatory mechanism of lipin-2 expression has not been reported. GCs specifically increased mRNA and protein levels of lipin-1, but not lipin-2 [16], [17]. Overexpression and deficiency of PGC-1α did not change the mRNA or protein levels of lipin-2 [19]. In this study, lipin-2 expression was decreased in the liver by a high-Chol diet and in HepG2 cells in the presence of bile acids, indicating a bile acid-dependent regulation of TG synthesis in the liver via lipin-2. This study is, to our knowledge, the first to show a direct link between lipin-2 down-regulation and bile acids. Recently, lipin-2 was reported to have an important role as the major PAP-1 enzyme in the liver responsible for glycerolipid synthesis. PAP-1 activity is significantly retained in the liver of adult *fld* mice, even though other tissues of the mice exhibit severely decreased PAP-1 activity [19]. RNAi suppression of lipin-2 markedly reduced PAP-1 activity in hepatocytes from both WT and *fld* mice, hence TG synthesis was suppressed despite the fact that fatty acid availability was high [19]. It is thus possible that (a) the suppression of both lipin-1 and lipin-2 in apoE-KO mice regulates TG metabolism through enzymatic and transcriptional pathways.

Since the amount of bile acids increased by 40% in the liver of apoE-KO mice fed the high-Chol diet, bile acid-dependent mechanisms may have led to the TG reduction in our experimental conditions. It was demonstrated that bile acids lowered TG synthesis via a reduction of the enzymes involved in fatty acid synthesis in the liver at a transcriptional level via activating FXR-SHP-SREBP-1c regulatory cascade. Bile acids activate FXR to induce SHP synthesis, and SHP suppresses the transcriptional function of SREBP-1c, leading to the suppression of lipogenic gene expression [26]. In this study, a significant reduction of *SREBP-1c* mRNA was not observed and the mRNA level of *SHP* did not change (data not shown), probably because the mRNA expression of *FXR* was suppressed by the high-Chol diet. Zhang et al. previously reported that PGC-1α increases FXR activity through two pathways, in which PGC-1α increases the *FXR* mRNA levels and interacts with FXR to enhance the transcription of FXR target genes [27]. In our experimental condition, the significant reduction of PGC-1α level may have led to a suppression of FXR.

Alternatively, it is reported that administration of bile acids reduced expression of PPARα-mediated genes, such as *ACOX1*, even in the FXR-null mice [28]. It seems that the suppression of PPARα functions may be significant under pathological, rather than physiological, conditions with increased bile acid concentrations. In our experiments we observed significant suppression of PPARα-mediated genes, *ACOX1* and *CPT-1*, after high-Chol diet treatment. Since the amounts of bile acids increased by 40% in the liver, bile acids might contribute to the changes in transcription profile of PPARα-mediated genes in the liver by Chol administration.

Stein et al. reported very recently that *apoE^−/−^ PGC-1α^−/−^* double knockout mice had reduced TG content in the VLDL fraction and a remarkable loss of adipose tissue weight [29]. The observation corresponds well with the current study, since the *PGC-1α* mRNA expression level was reduced in the liver by the high-Chol diet, and this supports the concept that PGC-1α has an important role in TG metabolism.

In conclusion, this study demonstrates that apoE-KO mice fed a high-Chol diet exhibit a significant reduction of plasma TG, accompanied by an accumulation of hepatic bile acid and suppressed expression of enzymes involved in the G3P pathway required for TG synthesis in the liver. We also found that bile acids have the ability to suppress lipin-2 expression in the liver. This study sheds new light on the mechanisms regulating TG synthesis and Chol metabolism as part of the context of whole-body neutral lipid homeostasis.

## Supporting Information

Figure S1 The inactive (dehydrocorticosterone) and active (corticosterone) forms of glucocorticoids in the liver of apoE-KO mice were analyzed by LC-MS/MS (n = 3).
(TIF) Click here for additional data file.

Table S1 (DOC) Click here for additional data file.

# Supplementary material for: Dietary Cholesterol Reduces Plasma Triacylglycerol in Apolipoprotein E-Null Mice: Suppression of Lipin-1 and -2 in the Glycerol-3-Phosphate Pathway
**Source:** PLoS One. 2011 Aug 9;6(8):e22917. doi: 10.1371/journal.pone.0022917
**Supplement:** Table S1

**Table S1 Primers for real time RT-PCR**

| Genes | Forward | Reverse |
| --- | --- | --- |
| β-actin | ggccaggtcatcactattg | gaggtctttacggatgtcaac |
| ACOX1 | gcccaactgtgacttccatt | ggcatgtaacccgtagcact |
| AGPAT1 | cacccaggatgtgagagtctg | ctgacaacgtccaggcgagg |
| CPT-1  DGAT2 | gcactgcagctcgcacattacaa agtggcaatgctatcatcatcgt | ctcagacagtacctccttcaggaaa  aaggaataagtgggaaccagatca |
| FAS | gctgcggaaacttcaggaaat | agagacgtgtcactcctggactt |
| FXR | cttgatgtgctacaaaagctgtg | actctccaagacatcagcatctc |
| GPAT4 | ggcagaggagctggagtc | tgttgtggtacgtaatgatgg |
| HMG-CoA reductase | cttgtggaatgccttgtgattg | agccgaagcagcacatgat |
| HMG-CoA synthase | gccgtgaactgggtcgaa | gcatatatagcaatgtctcctgcaa |
| lipin-1α | ggtcccccagccccagtcctt | gcagcctgtggcaattca |
| lipin-1β | cagcctggtagattgccaga | gcagcctgtggcaattca |
| lipin-2 | agttgaccccatcaccgtag | cccaaagcatcagacttggt |
| ME | gccggctctatcctcctttg | tttgtatgcatcttgcacaatcttt |
| PGC-1α | aagtgtggaactctctggaactg | gggttatcttggttggctttatg |
| PPARα | cctgaacatcgagtgtcgaatat | ggtcttcttctgaatcttgcagct |
| SCD1  SREBP-1c  SREBP-2 | ccggagaccccttagatcga  ggagccatggattgcacatt  gcgttctggagaccatgga | tagcctgtaaaagatttctgcaaacc  gcttccagagaggaggccag  acaaagttgctctgaaaacaaatca |

How the deposited data were processed for this re-analysis (not part of the article)

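Gene expression was measured in the liver of apoE-KO mice fed normal chow or the high-Chol diet (1.25% Chol) for 1 week from 10 weeks of age, in 3 independent experiments per diet, on one-colour Agilent whole mouse genome arrays. The authors deposited the scanner output of the 6 arrays, whose spot intensity values had been extracted and background-subtracted by the Agilent feature extraction software (version 9.5 for slide 1 and 9.1 for slide 2; the methods name 9.1) and not yet normalized between arrays. The authors deposited in addition a table of log2 values, 1 per probe and diet, for 23458 probes, after normalizing and filtering in Gene Spring GX; the methods do not give the normalization or the filter settings. Set against the scanner output, the differences between its diets had a slope of 1.00 and an offset of -0.24 from the differences on the 75th percentile scale and of -0.0060 from those after median scaling, with Pearson's r of 0.994 across probes, which are not independent replicates. Of its probes, 20105 were well above background on all 6 arrays.

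From the spot intensities, the log2 of the background-subtracted signal was taken relative to the 75th percentile of each array. Control spots (1639 per array) and spots marked as outliers (75 to 196 per array) were left out, and saturated spots (0 on 5 arrays and 5 on 1) were kept. A probe was kept when it was well above background on all arrays of at least 1 diet, and of several probes of a gene the one with the highest mean over the 6 arrays was used, which left 16730 genes. Gene names are those of the array design, and the accession of 22951 probes matched the gene table used for older and current symbols (assembly GRCm38.p6, used for names alone). Of 205 genes in the gene lists, 202 were matched to the arrays. Probe positions are those of the array annotation for mm7, and no genome sequence was used.

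The diets were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups of 3 arrays, no covariate), with Benjamini-Hochberg adjusted p-values and a threshold of 0.05, and genes were counted as changed above 1.5-fold. The arrays carry no replicate numbers that pair the diets. Genes were counted as without overlap between the diets only when all 6 arrays had a value. Gene lists were compared by their median log2 difference and by limma's camera with a preset correlation of 0.01, on the 16438 genes with values on all 6 arrays, so that Lpin2, Fasn, Apob, Hmgcs1 and Slc27a2 among the named genes, which lack a value on at least 1 array, entered the medians and not the set tests. There were 25 lists: 10 of the groups of Table 2, which the study chose on these arrays, the genes named in the results text, Chol synthesis, fatty acid synthesis, fatty acid oxidation, the G3P pathway, bile acid synthesis, LXR targets, macrophage markers, secreted proteins of hepatocytes, clock genes of the day and of the night phase, fasting-induced, glucocorticoid-induced, acute-phase and ER stress genes. Tables were handled with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

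The genes, lists, tests and alternatives were fixed before the data were examined. Named genes are those of Table 2, of the results text and of Figs. 3 and 4, Apoe, list members where needed, and in each direction the 10 genes with the largest difference among those called by limma, well above background on all 6 arrays and without overlap between the diets. Genes named outside this rule, such as those ranked below Lpin1, were chosen after their values were seen. The alternatives were a normexp background (offset 50), scaling to the median with a floor of 5, quantile normalization, no filter on dim probes, a filter for all 6 arrays, every probe by itself, the mean of a gene's probes, slide as a block, each array left out in turn, array weights, a trended and robust variance prior, the methods' t-test, arithmetic means of the scaled signal, the 1.5-fold threshold together with the methods' t-test, the authors' deposited values, fry, and camera with an estimated correlation. An alternative that combines the authors' values, the 1.5-fold threshold and the methods' t-test, run on linear and on log2 signals, was chosen after seeing the data, and so was the authors' value of each probe by itself for the folds of Table 2. The limma comparison was also run on the 10 ways to divide the 6 arrays into 3 and 3.

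The limma step was tested on simulated data made from the means and spread of the 16438 genes in this comparison. Of 106 genes changed by 2-fold, 41 were called, and 79 of 94 changed by 4-fold, with 11 false calls, 0 of the wrong sign, and a slope of 1.02 of estimated on true log2 differences. The number of arrays limits the precision, and a change of 2-fold could be missed in more genes than it was found. The real-time RT-PCR, Western blotting, lipid and bile acid measurements of the paper were not analysed here. Some single genes are not reported here, and they stay in the counts and lists.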

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

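The tests of slide and of scaling on the marker, clock, hepatocyte and LXR lists, of the LXR list without Abcg1 and Lpl, and of resident macrophages without a change in expression were chosen only after the result was seen.

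The 26 macrophage markers that could be tested, of 27 listed, were all higher on the high-Chol diet, with a median log2 difference of 1.29 and a range from 0.28 to 3.37 without Gpnmb. Gpnmb was not well above background on the normal chow arrays and has a bound, at least 63.1-fold higher on the 75th percentile scale, at which the median is the same. The study does not report on them and chose 0 of them for Table 2. By limma, 17 were called over all genes and 24 adjusted over the list alone, and 23 showed no overlap between the diets, where chance gives 10%. The list was called by camera (adjusted p = 1.7e-21) and by fry (0.0022), and not with the estimated correlation (0.305). A difference between the slides is argued against, since the median was 0.96 with slide as a block, and so is the scaling, since the list stood at least 1.29 above the median of all genes under each of the 4 scalings. Without Gpnmb and Trem2 the median was 1.21. The 5 genes of Table 2 called higher (Soat1, Abcg1, Lpl, Pla2g7 and Tbxas1) are open to the same source, and a larger share of macrophages in these livers is a candidate explanation, with the list median of 1.29 as its test. A larger share of the resident macrophages with no change in what they express is argued against for Abcg1, Lpl, Pla2g7 and Tbxas1: 12 of the 26 markers rose by less than 1.18, the least raised of the probes of those 4 genes that are well above background on all arrays, 5 of these by more than 2 standard errors, and all 5 were in the brighter 13 of the list. For Soat1 it stays open, since its brightest probe rose by 1.19 and another by 0.42, below which 2 markers lay and 0 by more than 2 standard errors. Among the abundant markers, Lyzs rose by 1.78, Cd5l by 1.42, Clec4f by 0.41 and Csf1r by 0.28. The median was 0.89 for the brighter 13 and 1.46 for the dimmer 13. Whether cells entered the liver, resident cells changed, or samples differed in blood or other tissue was not tested.

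The 9 of 10 clock genes of the day phase that could be tested were all lower on the high-Chol diet, with a median of -1.54 (adjusted p = 0.00027 from limma's camera), and the study does not report on them. Fry did not call the list (0.0824), nor did the estimated correlation (0.305). By limma, 0 were called over all genes, 7 adjusted over the list alone, and 7 were at an unadjusted p under 0.05, against 1 by the methods' t-test, and 4 showed no overlap, where chance gives 10%. Slide is argued against, since the median was -2.62 with slide as a block, and so is the scaling, since the list stood at least 0.61 below the median of all genes under each of the 4 scalings (a distance of -0.61 with the normexp background). The mean of the list on single arrays, relative to each gene's mean, was 0.70 to 1.25 on normal chow, -1.86 on the high-Chol array of slide 1, -1.55 on the high-Chol array at position 2 of slide 2, and 0.44 on the high-Chol array at position 3, so that without the last array the median was -2.34 and without the array of slide 1 it was -0.92. The 3 high-Chol arrays thus did not share a state of the clock. Livers taken at other times of the day, and an effect of the diet on the clock, both stay open, since the times were not analysed here.

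The 17 of 18 secreted proteins of hepatocytes that could be tested had a median of -0.34, with 16 lower (adjusted p = 0.0013 from limma's camera, 0.0163 from fry, and 0.305 with the estimated correlation), and the study does not report on them. By limma, 0 were called over all genes and 0 adjusted over the list alone, with 5 at an unadjusted p under 0.05 and 9 by the methods' t-test, and 10 showed no overlap, where chance gives 10%. The scaling of the arrays is enough to remove the difference: with the normexp background the median was 0.0020, and with quantile normalization -0.11, where the list was not called. With median scaling the median was -0.58, with 16 lower, and the list was called (adjusted p = 0.0102 from limma's camera). With slide as a block it was -0.23. A lower share of hepatocyte RNA beside more macrophage RNA may contribute, and was not separated from the scaling.

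The 11 LXR targets had a median of 0.39, with 9 higher (adjusted p = 0.0298 from limma's camera, 0.0376 from fry, and 0.305 with the estimated correlation). The paper does not discuss them as a group, though it chose Abcg1 and Lpl for Table 2, and Srebf1 and Scd1 are in its text. These 2 genes of Table 2 were the only ones called over all genes and adjusted over the list alone, and without them the median was 0.23 and 7 of 9 were higher. Abcg1 and Lpl alone may therefore account for the call of the list, and both are also among the genes open to a larger share of macrophages. Slide is argued against, since the median was 0.44 with slide as a block and 0 of the 11 genes were lower there. The list lost its call without the normal chow array at position 1 (0.12) and without the high-Chol array of slide 1 (0.36). The list was called under each of the 4 scalings, with a median of 0.15 and 5 of the 11 lower under median scaling, 0.62 with quantile normalization and 0.61 with the normexp background, and it stood at least 0.41 above the median of all genes.

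The 10 genes with the largest rise among those named by rule, which the paper does not discuss, were Ccl2 (5.06), Lcn2 (4.03), Irg1 (3.46), Trem2 (3.37), S100a8 (3.21), Clec7a (3.02), Lgals3 (2.98), S100a9 (2.90), Cxcl10 (2.88) and Gadd45b (2.84), as log2 differences. Those with the largest fall were Sqle (-2.97), Serpina4-ps1 (-2.68), Aacs (-2.33), Eif4ebp3 (-2.17), Sc4mol (-2.10), Cyp51, which is in Table 2, a probe without a gene name (A_52_P925038, -1.76), Nsdhl (-1.71), Gtl2 (-1.71) and Prei4 (-1.66). All were called by limma, and none kept the call with slide as a block or with the normexp background, while all kept their direction there and when each array was left out. Slide alone as the source is argued against for the differences of all genes together, since those of the high-Chol array on the shared slide and those of the other slide, with no array in common, correlated across genes with r of 0.340 to 0.418. Sqle, Sc4mol, Nsdhl and Cyp51 are in the Chol synthesis list, Trem2 is in the macrophage list, and Lcn2 is in the acute-phase list, which was not called in the comparison as reported. For the other genes of this paragraph no explanation apart from slide and scaling was tested, and the diet stays open.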

How the results depend on the processing

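The combination of the authors' deposited values with the 1.5-fold threshold and the methods' t-test was chosen only after the result was seen; the other alternatives used here were set before the data were examined.

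Of 81 named genes, 68 kept their direction under every alternative and 13 changed it under at least 1. Of the 30 called in the comparison as reported, 0 changed direction, and 30 lost the call with the normexp background, 29 with slide as a block and 24 with no filter on dim probes. With the methods' t-test after Benjamini-Hochberg adjustment, 30 lost the call. With single arrays left out 0 to 21 lost it, fewest without the high-Chol array of slide 1 and most without the normal chow array at position 2. Over all alternatives, the values of named genes kept direction and side of the threshold 1170 times, lost the call 201 times, gained it 47 times and reversed 24 times, and 12 values from the authors' deposited values, which have no test, moved by more than 1 SD. For the gene lists the first 4 counts were 340, 23, 48 and 11, and 3 medians of the VLDL genes moved by more than 1 SD.

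Against 2581 genes higher by more than 1.5-fold, the normexp background gave 623, no filter on dim probes 4503, the filter for all 6 arrays 1375, slide as a block 1335, the 1.5-fold threshold with the methods' t-test 1061, and the authors' deposited values with that t-test 748 probes on linear and 811 on log2 signals. Against 977 lower, the normexp background gave 1825, median scaling 2772, no filter 2486, the threshold with the t-test 428, the authors' deposited values 2865, and these with the t-test 1659 and 1526 probes. Without a filter more genes were tested (27961), with the stricter filter fewer (14344), and with slide as a block the difference rests on 1 high-Chol array. The median of all genes moved from -0.02 to -0.26 under median scaling. With that scaling it was -0.03 for the high-Chol array of slide 1 and -0.37 for those of slide 2, so most of the shift lies with slide 2. The normexp offset is added before scaling to signals that are lower on slide 1. The cause was not tested for the other counts. Leaving out single arrays gave 2201 to 4445 higher and 780 to 1473 lower genes, lowest without the high-Chol array at position 2 of slide 2 and highest without that of slide 1.

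Against 450 genes called higher and 38 lower by limma, the normexp background gave 0 and 0 (267 and 39 at an unadjusted p under 0.05), no filter 26 and 0 (1920 and 1278), slide as a block 11 and 0 (945 and 578), and array weights 2202 and 995. The methods' t-test gave 1402 and 1387 unadjusted, and 4 and 1 after Benjamini-Hochberg adjustment. Lower calls were 75 with median scaling, 23 with quantile normalization, 61 with every probe by itself and 89 with the trended and robust prior. Leaving out single arrays gave 42 to 3158 higher and 0 to 785 lower calls, lowest without the normal chow array at position 2 (1492 and 773 at an unadjusted p under 0.05) and highest without the high-Chol array of slide 1, where diet and slide cannot be told apart. The cause was not tested, apart from the loss of arrays for the block.

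Fatty acid synthesis (-0.66) lost its call with the normexp background (-0.31), slide as a block (-0.22), fry (-0.66), the estimated correlation (-0.66) and without the normal chow array at position 3 (-0.34), and ran from -0.85 to -0.34 with single arrays left out. Fatty acid oxidation (-0.16) reversed with the normexp background (0.14) and quantile normalization (0.0367), was called as higher with the normexp background and as lower without the high-Chol array of slide 1, and ran from -0.25 to -0.12 with single arrays left out. The G3P list (-0.29) was called with every probe by itself (-0.34) and with the mean of a gene's probes (-0.29), in both of which Lpin2 entered the test. Chol synthesis (-1.37), the macrophage markers (1.29) and the clock genes of the day phase (-1.54) lost their calls with the estimated correlation, at the same medians, and the clock genes also with fry (-1.54). Medians that reversed elsewhere were those of the fatty acid metabolism genes of Table 2 (0.0634 with the normexp background), secreted proteins of hepatocytes (0.0020 with the normexp background), fasting-induced genes (0.0392 with the normexp background, 0.0952 with slide as a block, -0.357 to 0.0750 with single arrays left out) and acute-phase genes (-0.22 with median scaling, -0.0560 to 0.132 with single arrays left out). The cause was not tested.

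Lpin1 (-2.88) was called with median scaling (-3.12), array weights (-3.44) and the unadjusted t-test of the methods (-2.88), and ran from -3.64, without the normal chow array at position 1, to -2.28, without the high-Chol array at position 3 of slide 2. It was also called without the high-Chol array of slide 1. Its rank of 7 from the lowest was 3 with the normexp background, array weights, the 1.5-fold threshold with the t-test and arithmetic means, 22 with slide as a block, and 4 to 24 with single arrays left out. Lpin2 was lower under each alternative that gave it a value and called under 0 of the 15 with an adjusted p for it. The cause was not tested.

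Single genes reported here that reversed with the normexp background were Cyp39a1 (0.0471), Acsl1 (0.21), Slc27a2 (0.20), Apob (0.0761), Agpat6 (0.0303) and Lpin3 (-0.10), and with quantile normalization Acsl1 (0.10) and Apob (0.16). The mean of a gene's probes reversed Fasn (-0.78), Acaa1a (0.0291) and Srebf2 (0.0459), whose probes disagree, in Srebf2 through a probe not well above background on normal chow. Median scaling reversed Srebf1 (-0.0192), and slide as a block Apob (0.0064) and Ppargc1a (0.0819). With single arrays left out, ranges across 0 were -0.492 to 0.0328 for Cyp39a1, -1.11 to 0.11 for Fasn, -0.256 to 0.0614 for Acsl1, -0.0791 to 0.0064 for Apob, -0.0423 to 0.604 for Srebf1, -0.468 to 0.0961 for Ppargc1a and -0.24 to 0.83 for Apoe. Apart from the disagreeing probes, the cause was not tested.

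No paired analysis was possible because the arrays carry no replicate number that links the diets. For dim genes, the share of spots well above background (50.5% to 67.2%) limits what can be compared, and a gene not well above background on a whole diet has a bound in place of a difference.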

Differences from the paper's values

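The alternative that joins the authors' deposited values to the methods' t-test, and the authors' deposited values of single probes, were chosen only after the result was seen; the others were set before the data were examined.

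The paper's number of genes higher by more than 1.5-fold is 655, and here it was 2581. Of the alternatives set before the data were examined, the normexp background (623) fell within 1.5 times the paper's value and the others did not. The paper's number of lower genes is 1679, and here it was 977. Within 1.5 times of it were the normexp background (1825), quantile normalization (1145), no filter on dim probes (2486), every probe by itself (1389), array weights (1334), and the comparison without the normal chow array at position 1 (1425) or without the high-Chol array of slide 1 (1473), and the other alternatives set before the data were examined were not. The authors' deposited values with the 1.5-fold threshold and the methods' t-test, counted as probes, gave 748 higher and 1659 lower on linear signals and 811 and 1526 on log2 signals, and counted as genes 666 and 1450 on linear and 725 and 1328 on log2 signals, a setting chosen after seeing the values.

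For the 42 folds of Table 2, given as negative where the high-Chol diet was lower, 21 differed from the values here. A fold differed when it was apart by more than the error, which is the fold times the natural logarithm of 2 times the root of the summed squares of the SDs of both diets on the log2 scale, taken on the brightest probe, or on the probe or mean of probes compared. A fold of the other sign always differed, and for Lpin1 so did a fold more than 1.5 times apart, whether or not it was within the error. Both folds come from the same arrays, so this error is the spread between arrays and not the uncertainty of their difference. It was 8.54 for Lpin1 and 0.056 for Apob on their brightest probes. A gene with a wide spread can thus be within the error at unlike folds, and the counts below depend on that spread. With median scaling 6 differed, with the authors' deposited values 5, with the mean of a gene's probes 17, with slide as a block 22, with quantile normalization 26 and with the normexp background 32. With every probe by itself, a gene is named as within the error when 1 of its probes is. The pairs of the genes reported here follow, the paper's value first.

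For Abcg1 the paper's fold is 2.00 and the fold here was 2.42, and for Elovl2 the paper's is -1.96 against -1.59. Both came within the error with median scaling and with the authors' deposited values, and with no other alternative set before the data were examined. Each gene of this paragraph came within the error under those same 2 alternatives, and under the further ones named with it, and the remaining alternatives set before the data were examined left a difference. For Rxra the paper's fold is -1.72 against -1.44 here, closed also without the high-Chol array at position 3 of slide 2. Ebp has -2.17 in the paper and -1.79 here, closed also with array weights and without the normal chow array at position 2 or the high-Chol array of slide 1. Hnf4a has -1.42 in the paper and -1.20 here, closed also with the mean of a gene's probes, every probe by itself, slide as a block and without the high-Chol array at position 2 of slide 2. The paper's Slco1a5 is -1.57 against -1.21, closed also with the normexp background, quantile normalization, slide as a block and without the normal chow array at position 1. The paper's Cyp39a1 is -1.65 against -1.12, closed also with the mean of a gene's probes, every probe by itself, array weights, arithmetic means, and without the normal chow array at position 1 or the high-Chol array at position 3 of slide 2. Acsm3 is -1.64 in the paper and -1.27 here, closed also with array weights and without the same arrays as for Cyp39a1. The paper's Tbxas1 is 2.00 against 2.35, closed also with every probe by itself, slide as a block, and without the normal chow array at position 2 or 3 or the high-Chol array at position 2 of slide 2. The paper's Acot7 is -1.59 against -1.34, and its Slc27a2 -1.56 against -1.30, both closed also with slide as a block and without the normal chow array at position 1 or the high-Chol array at position 3 of slide 2. The paper's Acaa1a is -1.54 against -1.29, closed also with slide as a block and without the normal chow array at position 3 or the high-Chol array at position 3 of slide 2. Hsd11b1 is -1.67 in the paper and -1.27 here, closed also with array weights and without the normal chow array at position 1 or the high-Chol array of slide 1. The paper's Agpat1 is -1.52 against -1.18, closed also with the normexp background, slide as a block, and without the normal chow array at position 2 or 3 or the high-Chol array at position 2 or 3 of slide 2.

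For Lpin1 the paper's fold is -14.30 and the fold here was -7.38, which is within the error of 8.54 and more than 1.5 times apart. It came within 1.5 times without the normal chow array at position 1 (-12.4) and with array weights (-10.9), and under none of the other alternatives set before the data were examined. The paper's fold of Lpin2 is -2.56 and the fold here was -1.53, closed with the mean of a gene's probes (-1.97), every probe by itself (-2.04), array weights (-1.80), the authors' deposited values (-2.13) and without the normal chow array at position 1 (-1.98), and not with the others. For Fasn the paper's fold is -2.12 against 1.01, closed on the other probe of the gene, which is the one used with the mean of a gene's probes and with every probe by itself (-1.72) and without the high-Chol array of slide 1 (-2.16), and not under the others. The paper's folds of Cpt1a (-3.13), Acsl1 (-1.67) and Apob (-1.96) stood against -1.85, -1.06 and -1.03 here. They came within the error with every probe by itself, on a probe of Cpt1a (-2.60), on 2 of Acsl1 (-1.42 and -1.38) and on a probe of Apob (-1.81), and under no other alternative set before the data were examined. The authors' deposited values of single probes, a comparison chosen after seeing the values, gave -3.07 for Cpt1a, -1.68 and -1.63 for Acsl1, -2.14 and -1.73 for Apob, -2.03 for Fasn and -2.26 and -2.41 for Lpin2, all within the error, and kept the genes of the paragraph above within it. Each probe of Lpin1 was within its error, by itself and with the authors' deposited values, and none was within 1.5 times.

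The paper gives Lpin1 as the most repressed of all genes, and here its rank from the lowest was 7 of 16730 genes, 5 of the 14344 well above background on all 6 arrays, and at best 3, with the normexp background, array weights, arithmetic means or the 1.5-fold threshold with the methods' t-test. The paper gives Lpin1 as significant, and here it was called by median scaling, array weights, without the high-Chol array of slide 1, where diet and slide cannot be told apart, and by the unadjusted t-test of the methods (0.0403). The paper names repression of the gene sets of fatty acid biosynthesis, fatty acid metabolism, Chol homeostasis and TG biosynthesis. Its Table 2 gives folds and p-values of single genes and no set test. Here these sets of Table 2 were not called by camera (adjusted p of 0.308, 0.187, 0.0944 and 0.0671 from limma), and the median of Chol homeostasis was higher (1.19). Fasn, Slc27a2 and Lpin2, which lack a value on an array or more, were left out of these set tests. TG biosynthesis was called as lower with every probe by itself, the mean of a gene's probes, slide as a block, and without the normal chow array at position 1 or the high-Chol array at position 3 of slide 2. Fatty acid metabolism was called as lower with every probe by itself alone, fatty acid biosynthesis under no alternative, and Chol homeostasis as higher with the normexp background, no filter on dim probes, every probe by itself, slide as a block and fry. The paper describes lower PGC-1α on the arrays, and here Ppargc1a differed by -0.18 (adjusted p = 0.778 from limma) with overlapping diets. The methods' t-test gave an unadjusted p under 0.05 for 20 of the 42 genes of Table 2.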

Other observations

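The tests of slide on the normexp counts and of the genes that differ between the high-Chol arrays of both slides were chosen only after the result was seen.

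As many calls as between the diets, 488 in all, were found in 1 of the 10 ways to divide the 6 arrays into 3 and 3, the real one, and the others gave 0 or 1. With 10 divisions the share cannot fall below 0.1, so this count could not exclude chance whatever its result, and nothing is concluded from it.

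The authors' counts and the median scaling have more genes lower than higher on the high-Chol diet, and this excess may come from the scaling of the arrays, since the share of lower genes among those changed by more than 1.5-fold was 27.5% at its lowest over the 4 scalings, with the 75th percentile. Slide is open as a second source with median scaling. The high-Chol array on the slide of the normal chow arrays gave 40.0% lower, and the slide 2 arrays 71.9%, where the median of all genes was -0.03 and -0.37. With the normexp background the excess is not explained by the second slide, as the array on the shared slide alone gave 78.6% lower and the slide 2 arrays 43.9%. With the 75th percentile these shares were 44.0% and 29.9%, and with quantile normalization 36.3% and 36.2%. The direction of the majority of changes therefore depends on a choice that these arrays do not settle.

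Slide as the whole source of the differences between the diets is argued against by the correlation of 0.340 to 0.418 across genes between the shared slide and the other slide, measured with no array in common, although genes are not independent replicates. The high-Chol arrays also differed between the slides. Between the high-Chol array of slide 1 and the mean of those of slide 2, 4002 genes were more than 1.5-fold apart, against 1798 between both high-Chol arrays of slide 2 and 1740 to 2968 between pairs of normal chow arrays. In the fit with slide as a block, limma called 521 genes higher and 23 lower on slide 2. Mice of separate experiments may also differ between the slides, which cannot be told apart from the slide here.

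Several hypotheses were tested for the signals of Lpin1, Ppargc1a, Cpt1a and Ppara. Lpin1, Cpt1a and Ppara were lower, while Ppargc1a differed by -0.18 with overlapping diets, which leaves no clear change to explain. For livers taken at another phase of the day, the clock genes of the day phase were lower (median -1.54) and those of the night phase, 4 of 5 tested, higher (median 0.91, 3 of 4, adjusted p = 0.125 from limma's camera, and called under 5 of the alternatives), but the high-Chol arrays did not share a phase, and Lpin1 was lowest on the array whose clock genes were nearest to normal chow. Dbp was 6.57, 6.49 and 6.80 on normal chow and 0.86, 0.86 and 5.64 on the high-Chol arrays. For another feeding state, the fasting-induced genes without those 4 had a median of 0.10, with 6 of 10 higher, which decides nothing. For lower glucocorticoid action, the glucocorticoid-induced genes without Lpin1 had a median of -0.47, with 7 of 10 lower, and without Per1, which is also a clock gene, the median was -0.43. None of these could be excluded by the array values, and the diet itself stays open. The paper measured corticosterone in the liver and reports no change with the diet (Fig. S1), a measurement not analysed here.

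The lists of fasting, glucocorticoid, ER stress and acute-phase genes were not called in the comparison as reported, and each was called under some alternatives. The fasting-induced genes, 13 of 14 tested, had a median of -0.18 with 7 lower (adjusted p = 0.191 from camera in limma), the glucocorticoid-induced genes, 11 of 12, a median of -0.52 with 8 lower (adjusted p = 0.0620 in limma), and the 10 ER stress genes a median of -0.43 with 8 lower (adjusted p = 0.106 in limma). Without the normal chow array at position 1, the glucocorticoid-induced genes had a median of -0.73 with 10 of 11 lower and the fasting-induced genes a median of -0.36 with 11 of 14 lower, and both lists were called, as they were with every probe by itself. The glucocorticoid list was also called with the mean of a gene's probes and with no filter on dim probes, and the ER stress list without the high-Chol array at position 2 of slide 2 (-0.41). The 11 acute-phase genes had a median of 0.01 and a mean of 1.00, with 6 higher (adjusted p = 0.125 in limma), and 8 of the 11 showed no overlap, where chance gives 10%. Lcn2, Saa3, Saa1 and Saa2 rose by 4.03, 2.93, 2.43 and 2.41, while the lowest member differed by -0.41, and with quantile normalization their median was 0.25 and with the normexp background 0.28, and the list was called under both, and with no filter on dim probes, every probe by itself and without the normal chow array at position 1. With median scaling the median was -0.22 and the mean 0.76. The 21 genes named in the text had a median of -0.31, with 14 lower, and were called by camera (adjusted p = 0.0348 in limma) and not by fry (0.0824), with the estimated correlation, the normexp background, median scaling, quantile normalization, the filter for all 6 arrays, slide as a block or without the normal chow array at position 3. They were chosen by the study and are not independent evidence.

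For genes that the paper measured by real-time RT-PCR, the array values were as follows. Fasn is limited to 1 high-Chol array on its brightest probe. Scd1 differed by 0.43 (adjusted p = 0.343 from limma), Mod1, the malic enzyme, by -0.45 (0.266), and Srebf1, on a probe that does not separate SREBP-1c from other transcripts by name, by 0.22 (0.739), which was -0.02 with median scaling. Cpt1a differed by -0.89 (0.0779). Srebf2 differed by -0.59 (0.194) on its brightest probe, and by -0.70 and -0.06 on 2 others, and its last probe was not well above background on any normal chow array. Hmgcs1 differed by -0.95 (0.415), Nr1h4, which encodes FXR, by -0.81 (0.162) and Nr0b2 by 1.13 (0.147). None of these was called by limma, and none with slide as a block.

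Actb, the reference gene of the real-time RT-PCR, was -0.14 on the normal chow array at position 1 and 3.41 to 3.81 on the other arrays on its brightest probe, a difference of 1.27 that was 0.04 without that array. Its other probe, which showed no such low array, gave -0.58. Cyp7a1 differed by -1.33 with an SD of 2.17 across the high-Chol arrays, by -2.48 without the array at position 3 of slide 2 and by -0.32 without that at position 2. Acaa1a gave -0.37 on its brightest probe and 0.11 and 0.34 on the others.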
